A study of Rattus norvegicus with 15 samples. Its data were reported in "Conserved and species-specific molecular denominators in mammalian skeletal muscle aging" (2017).

How the data were processed

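Gene expression was measured with Illumina rat whole-genome BeadChips in vastus lateralis, a muscle of the thigh, from male Fischer-344 rats. Per the labels, 5 young rats (5 months), 5 middle-aged rats (17 months) and 5 old rats (30 months) gave 1 array each, so that each array was taken as 1 animal. Groups and replicate numbers were taken from the sample labels. RNA was extracted with Trizol, amplified and labelled with the Illumina TotalPrep kit and hybridized to RatRef-12 arrays, as the study's methods and the labels describe.

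The authors deposited a table of raw signal intensity per probe, neither normalized nor background-subtracted as far as its values show, for 22523 probes on 15 arrays. The submitters' processing notes name GenomeStudio 2011.1. The lowest intensity per array lay between 55 and 69 and the highest between 48327 and 56607. Values were whole numbers on 14 arrays and carried decimals on middle-aged replicate 4. The same deposited table gives a detection p-value for each probe and array, which sets its signal against the negative controls of that array. The authors also deposited a matrix of Z score values, in which the natural log of the raw signal is centred on the array mean and divided by the array SD. Z scores recomputed from the raw table differed from the deposited ones by at most 0.00727, and each of the 15 columns matched its own array best, so that scale, centring and direction of the matrix are known. The matrix column medians ran from -0.4835 to -0.4342. The matrix was used as an alternative only.

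Probe names came from the platform annotation, with symbols brought up to date through gene identifiers. Of the 22523 probes, 13793 had 1 gene symbol, 0 had several and 8730 had none here. Updating matched 13752 probes by gene identifier and 5 by accession, kept the older symbol for 36 and changed 4 symbols. The named probes covered 13337 symbols, of which 425 had more than 1 probe. Genome coordinates were not used here.

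Raw intensities were background-corrected by normexp, with the background estimated from the detection p-values and an offset of 16, then quantile normalized and taken to log2 (neqc of limma 3.58.1 in R 4.3.3). Probes with a detection p-value below 0.05 on at least 5 arrays were kept, 10158 in all. For a symbol with several such probes the one with the highest mean over the 15 arrays was used. Probes without a symbol stayed as features of their own, which left 10021 features, 7300 named and 2721 unnamed. For simplicity all features are called genes in counts.

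Each gene was tested with limma (lmFit and eBayes) in 1 fit over all 15 arrays with a mean per age and no covariate, with 12 residual and 4.07 prior degrees of freedom. The comparisons were old against young, middle-aged against young, old against middle-aged, and middle-aged against the mean of young and old. P-values were adjusted by Benjamini-Hochberg over the 10021 genes, with a threshold of 0.05. Differences are on the log2 scale of intensity with their SE, and all tests are two-sided. For a gene not detected on any array of a group, the fold is a bound, written as at least N-fold: the mean of the brighter group over the mean of, per array, the higher of the probe's own signal and the lowest detected signal. The number of arrays per age limits the precision of every value.

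Gene lists for pathways and for other cell types, 42 in all, were written before the data were examined, as were the tests, the alternatives not named as later ones, and the rule for named genes. The list of transcripts encoded by mitochondrial DNA had no named probe, so 41 lists were tested with camera of limma at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. The value of a list is its members' mean log2 difference minus that of all other genes. Each list was also tested with camera at an estimated correlation, with fry of limma, with PAGE (parametric analysis of gene set enrichment, the study's method) and, added after the data were seen, with an exact permutation of the arrays on a list score per array. With 5 arrays against 5, 252 assignments exist and the smallest exact p is 0.00794. The lowest adjusted p with an estimated correlation was 0.620 for old against young, 0.932 for middle-aged against young, 0.624 for old against middle-aged and 0.924 for the middle-aged contrast, so no list call held with it. Exact p-values printed beside lists are unadjusted, and after adjustment over the lists 0 passed in each comparison (lowest adjusted p 0.0542, 0.163, 0.108 and 0.423 in the same order). At the preset correlation, splits of the arrays other than the real one, described below, called a median of 14 lists for old against young. A call at that setting alone is therefore weak evidence. Of each list, members past the threshold over all genes were counted, and those past it when adjusted over the list alone.

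Named genes are the 8 with the largest rise and the 8 with the largest fall per pairwise comparison among symbols past the threshold (placeholder symbols left out), up to 4 members past the threshold of each list described, and genes that the study measured by other means. Mitochondrial biogenesis, clock, satellite cell and interferon lists were added to those described after their values were seen. The distance between ages was the Euclidean distance between mean profiles of all genes, with an exact permutation of the young and old labels. Alternatives covered normalization, background, detection filter, probe choice, array weights, variance prior, samples in the fit, the replicate number as a block, the methods' t-test on Z scores, and leaving out each array in turn.

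The gene test was tested on simulated values with known changes, drawn for each of 10021 genes on its own from its mean and within-age variance, so that genes were not correlated as they are in muscle. For old against young it recovered 44.8% of genes changed by 0.5, 82.1% of those changed by 1 and 100% of those changed by 2 on the log2 scale, and 13 of its calls were false. For middle-aged against young these shares were 43.3%, 88.1% and 97.0%, for old against middle-aged 34.3%, 91.0% and 100%, and for the middle-aged contrast 59.7%, 95.5% and 98.5%. A list shifted by 0.3 was called in each of the 4 simulated comparisons, and 1 other list was called, for old against middle-aged, where the IGF-1 list, which shares a member with the shifted one, was not counted. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 read the tables and drew the plots.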

Results

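The study asked whether skeletal muscle aging is marked by shared changes in mitochondrial, inflammatory and nutrient-sensing pathways, and the rat arrays address it in thigh muscle at 3 ages. Each age held 5 arrays, and 8869 to 10132 probes were detected per array. The raw median signal lay between 108 and 120 on the young arrays, between 98 and 110 on the middle-aged and between 93 and 100 on the old, so that young and old did not overlap before normalization. The BeadChip of each array is not named in the files used here, so an effect of the chip was not tested. The array of old replicate 5 stood apart: it correlated with the other 14 arrays at 0.946 to 0.968, while the others correlated among themselves at 0.963 or more. Values without it are therefore given beside many of the groups below.

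The comparison of old with young muscle addresses what changes over most of the adult life of the rat. Collagen genes gave the largest falls. Col1a1, a chain of type I collagen, fell by 3.78 on the log2 scale (SE 0.59, 13.7-fold, n = 5 per age, adjusted p = 0.00186), Col3a1 by 2.43 (SE 0.50, 5.4-fold) and Loxl2, an enzyme of the lysyl oxidase family that acts on collagen, by 1.93 (SE 0.32, 3.81-fold). All 5 old arrays lay below all 5 young arrays for Col1a1. Slco5a1, of the organic anion transporter family, fell by 1.89 (SE 0.23, adjusted p = 0.000324), and Trak2, an adaptor for the transport of mitochondria along microtubules, fell by 1.83 (SE 0.23, adjusted p = 0.000384). The largest rise was that of Klk1, a kallikrein protease that releases kinins, by 3.83 (SE 0.72, 14.2-fold, adjusted p = 0.0056). Rnase3, a ribonuclease of the family found in eosinophil granules, was detected on 0 young and 5 old arrays and rose at least 5.61-fold over all arrays (adjusted p = 0.0116). Its log2 difference was 2.73, or 2.05 without old replicate 5, both against young signal below background. The bound therefore leans on that array. Ankrd1, a stress-responsive ankyrin repeat protein of muscle, rose by 2.43 (SE 0.57), Gstm2, a glutathione transferase, by 1.78 (SE 0.36), and Mt1, a metal-binding metallothionein, by 2.89 (SE 0.77, or 2.12 without old replicate 5).

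In all, 840 of 10021 genes changed between young and old, 393 up and 447 down, of which 154 changed by at least 2-fold. The count was 457, 426, 520 and 538 without young replicates 1, 4 and 5 and old replicate 2 in turn, and 359 without old replicates 2 and 5, a choice made after the data were seen. Of the 52 named genes that changed, 21 stayed past the threshold whichever single array was left out, among them the genes named above other than Mt1. The other 31 lost it without at least 1 array, and 24 of the 52 stayed without young replicate 4, 24 without young replicate 5 and 32 without old replicate 5.

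Respiratory chain genes lay lower in old muscle as a list, with no single gene of it past the threshold, as did genes of the tricarboxylic acid cycle. The 58 nuclear genes of oxidative phosphorylation shifted by -0.24 against all other genes, 0 rose, 0 fell and 0 passed when adjusted over the list alone, although 53 of the 58 had a difference below 0. The list passed camera with the preset correlation (adjusted p = 1.32e-06) but not with an estimated one (adjusted p = 0.620 with an estimated correlation), and the exact permutation of arrays gave p = 0.0714. Without old replicate 5 the shift was -0.095, since that array scored -0.81 and old replicates 1 to 4 lay between -0.17 and 0.015. Complexes I, II and V shifted by -0.26, -0.35 and -0.24, the tricarboxylic acid cycle by -0.27 and glycolysis and glycogen genes by -0.22 (adjusted p = 0.620 with an estimated correlation for each). Without old replicate 5 these shifts were -0.10, -0.18, -0.10, -0.16 and -0.10, and complexes II and V and glycolysis were no longer called (adjusted p = 0.131, 0.153 and 0.207). Complex II also lost its call without young replicates 1, 3 and 4 in turn (adjusted p = 0.0595, 0.0575 and 0.0729). Of the 14 cycle genes tested, 1 fell, Dlat, a subunit of pyruvate dehydrogenase, by 0.62 (SE 0.17), and of the 19 glycolysis and glycogen genes 3 fell: Pkm, the muscle pyruvate kinase gene, by 0.81 (SE 0.21), Phka1 by 0.62 and Slc2a4, the insulin-responsive glucose transporter, by 0.44. Complexes III (-0.22, adjusted p = 0.102) and IV (-0.15, adjusted p = 0.113) were not called, nor were mitochondrial ribosomal proteins (-0.019, adjusted p = 0.684), fatty acid oxidation (-0.041, adjusted p = 0.721) and mitochondrial dynamics and mitophagy (-0.047, adjusted p = 0.390). Without old replicate 5 these 5 shifts were -0.063, -0.042, 0.036, -0.032 and -0.099. Adjusted over the lists alone, 1 cycle gene rose and 4 fell, and 3 glycolysis and glycogen genes fell. These 4 named genes each lost the call without some single arrays, with adjusted p up to 0.0922 for Dlat and 0.0687 for Pkm (without young replicates 4 and 5), and 0.0672 for Dlat, 0.085 for Phka1 and 0.0687 for Slc2a4 without old replicate 5.

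The list of mitochondrial biogenesis genes, described after its values were seen, was not called, but some of its members fell. Of 12 mitochondrial biogenesis genes 3 fell over all genes, 4 when adjusted over the list alone, and 0 rose. Ppargc1b, a coactivator that raises mitochondrial gene expression, fell by 1.01 (SE 0.21, adjusted p = 0.0106), Prkaa2, a catalytic subunit of the energy sensor AMPK, by 0.82 (SE 0.15, adjusted p = 0.00542) and Ppargc1a, the coactivator PGC-1alpha, by 1.03 (SE 0.29, adjusted p = 0.0409). The first 2 stayed past the threshold whichever array was left out, while Ppargc1a had an adjusted p of 0.0959 without young replicate 4 and 0.0834 without old replicate 2. The list shifted by -0.27 (adjusted p = 0.068, exact permutation p = 0.00794) and its median member by -0.14. Without old replicate 5 it shifted by -0.25 (adjusted p = 0.0259) and without young replicate 2 by -0.30, and both fits called it (adjusted p = 0.620 with an estimated correlation on all arrays).

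**Figure D1:**
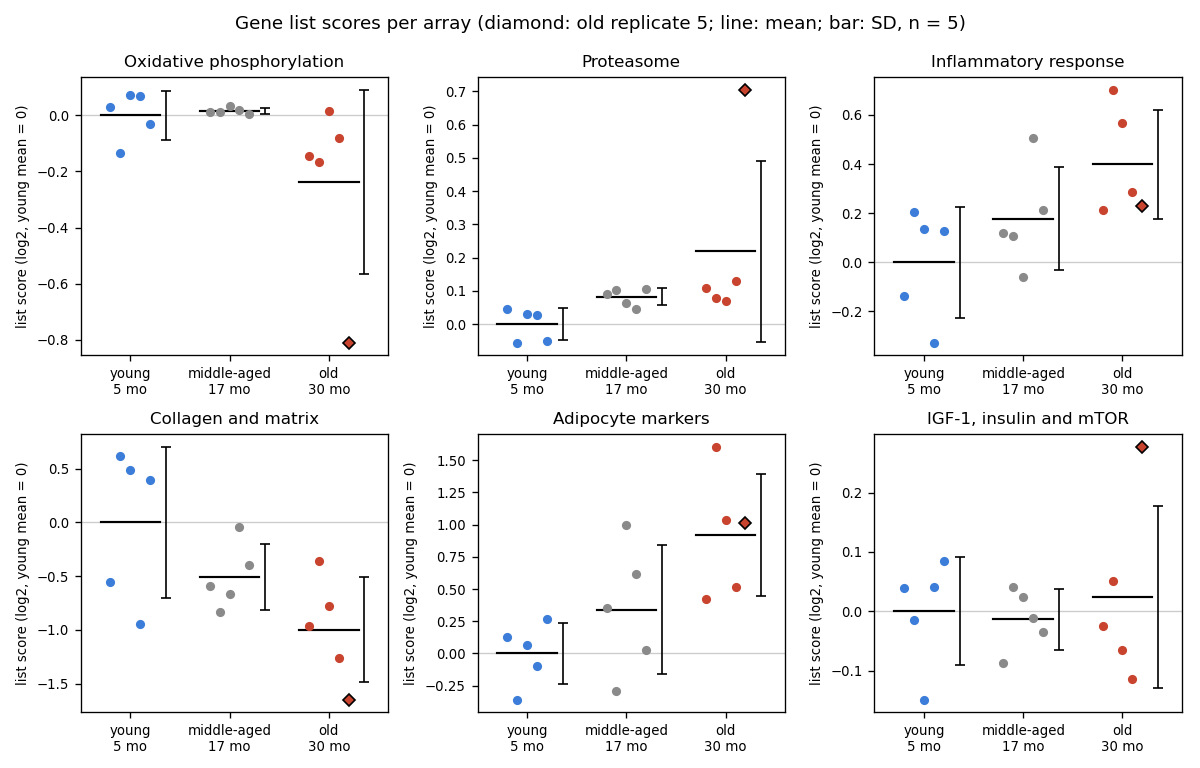
List score per array on the log2 scale, with the young mean at 0, for 6 gene lists at 5, 17 and 30 months. Points are arrays, the line is the mean and the bar the SD (n = 5), and the diamond marks old replicate 5, which scored -0.81 for oxidative phosphorylation and 0.70 for the proteasome while old replicates 1 to 4 lay between -0.17 and 0.015 and between 0.070 and 0.13.

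Matrix genes gave the widest shift of a pathway list. Of 28 collagen and matrix genes tested, 10 fell over all genes and 13 when adjusted over the list alone, 0 rose, and the list shifted by -0.999 (adjusted p = 4.31e-09, adjusted p = 0.620 with an estimated correlation, exact permutation p = 0.0476). Col1a2 fell by 2.43 (SE 0.46) and Col5a1 by 1.55 (SE 0.39, adjusted p = 0.0564 and 0.0599 without young replicates 2 and 5) besides the genes named above. The fibroblast markers moved with them, with a shift of -0.84 and 2 of 12 members past the threshold, both also matrix genes (adjusted p = 0.620 with an estimated correlation, and 0.0683 without old replicate 5). The old arrays scored between -1.65 and -0.36 and the young between -0.94 and 0.62 for the matrix list, and without old replicate 5 its shift was -0.84 with an exact permutation p of 0.0873.

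Immune and fat cell transcripts lay higher in old muscle. Of 29 inflammatory response genes, 7 rose over all genes and 7 when adjusted over the list alone, and 0 fell. They include the chemokines Ccl5, by 1.48 (SE 0.23, 2.79-fold, adjusted p = 0.00172), and Ccl11, by 1.05 (SE 0.29, adjusted p = 0.0769 without young replicate 2), and Nfkb2, a subunit of the transcription factor NF-kB, by 0.82 (SE 0.18). The list shifted by 0.40 (adjusted p = 0.0001, adjusted p = 0.620 with an estimated correlation), the exact permutation p was 0.00794, the smallest that 5 against 5 allows, and without old replicate 5 the shift was 0.44. Cxcl16 rose by 0.74 (SE 0.22) but had an adjusted p of 0.123 without young replicate 4. Markers of other cell types moved with this group. The 3 lymphocyte and natural killer markers tested, Ccl5, Nkg7 and Prf1, all rose, with a shift of 1.09, although Nkg7 and Prf1 had an adjusted p of 0.0797 and 0.110 without old replicate 2. These were the only 3 of 20 listed markers past the detection filter, and Nkg7 and Prf1 were each detected on 1 young array, so the filter favours markers high at later ages, and without it the list shifted by 0.38. Of 11 adipocyte markers 3 rose over all genes and 9 when adjusted over the list alone, among them Pck1, by 1.64 (SE 0.34), and Cidec, a lipid droplet protein, by 1.06 (SE 0.22), with a shift of 0.92. Both lists had an adjusted p = 0.620 with an estimated correlation and an exact permutation p of 0.00794, or 0.0542 after adjustment over the lists, as had the inflammatory list. Macrophage markers shifted by 0.46 with 0 of 13 past the threshold (adjusted p = 0.627 with an estimated correlation), and by 0.25 without old replicate 2 and 0.29 without young replicate 4, where the list was not called (adjusted p = 0.140 and 0.108).

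Ribosomal protein genes lay higher too. Of 56 cytosolic ribosomal protein genes 7 rose and 1 fell over all genes, and 18 rose and 1 fell when adjusted over the list alone, with a shift of 0.23 (exact permutation p = 0.0159). Examples are Rps25, by 0.48 (SE 0.12), and Rpl3, by 0.79 (SE 0.23), with adjusted p of 0.055 and 0.112 without old replicate 2. The 31 proteasome genes shifted by 0.22 with 0 past the threshold (exact permutation p = 0.00794), and by 0.098 without old replicate 5, which scored 0.70. Of 12 atrophy genes 2 rose, Mt1 and Cdkn1a, and the list was not called (0.47, adjusted p = 0.0799, or 0.11 without old replicate 5). Of 15 heat shock genes 2 rose, Hsp90aa1, by 0.74 (SE 0.20), and Dnajb1, by 0.34 (SE 0.10), both short of the threshold without any of several arrays (adjusted p = 0.066 and 0.0519 without old replicate 5), and the list shifted by 0.19, a call lost without any of 7 arrays (adjusted p = 0.0699, 0.0513, 0.0794 and 0.0564 without young replicates 1, 2, 4 and 5, and 0.0545, 0.0543 and 0.0924 without old replicates 2, 3 and 5). The ribosomal, proteasome and heat shock lists each had an adjusted p = 0.620 with an estimated correlation.

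Genes tied to the nerve supply of muscle went both ways. Of 16 such genes 2 rose and 2 fell over all genes, and 6 rose and 2 fell when adjusted over the list alone. Myod1, a myogenic transcription factor, rose by 1.01 (SE 0.16, adjusted p = 0.00186) and Cdkn1a, a cell cycle inhibitor, by 1.52 (SE 0.45, adjusted p = 0.0996 without old replicate 2 and 0.0898 without old replicate 5). Colq, which anchors acetylcholinesterase at the synapse, fell by 0.76 (SE 0.17) and the deacetylase Hdac4 by 0.57 (SE 0.11). The list shifted by 0.58 (adjusted p = 0.620 with an estimated correlation, exact permutation p = 0.111) and by 0.34 without old replicate 2 (adjusted p = 0.0857) and 0.51 without young replicate 3 (adjusted p = 0.0569).

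The nutrient-sensing list of 30 IGF-1, insulin and mTOR genes did not shift past the test in old muscle, at 0.024 (adjusted p = 0.917). Over all genes 2 of its members rose and 2 fell, and 3 rose and 3 fell when adjusted over the list alone. Gsk3b, a kinase that phosphorylates glycogen synthase and is inhibited by insulin signalling, fell by 1.11 (SE 0.15, 2.16-fold, adjusted p = 0.000717). Igf2 rose by 0.84 (SE 0.24), Rps6 by 0.37 (SE 0.10) and Slc2a4 fell by 0.44 (SE 0.13), all 3 short of the threshold without any of several arrays (adjusted p = 0.0898, 0.0639 and 0.0687 without old replicate 5). The sign of the list shift turned to -0.039 without old replicate 5, to -0.013 without young replicate 3 and to -0.062 with array weights.

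Of the genes that the study measured by other means, Gsk3b alone changed between old and young here. Differences of the mitochondrial ones that did not pass were -0.34 for Mfn2 (SE 0.12, adjusted p = 0.0978), -0.36 for Sdhb (SE 0.12, adjusted p = 0.0687), -0.43 for Uqcrc1 (SE 0.15, adjusted p = 0.0923) and -0.37 for Cs, the citrate synthase gene (SE 0.16, adjusted p = 0.175). Il1b differed by 0.24 (SE 0.16, adjusted p = 0.359). Tnf, Il6 and Il10 have probes, which were detected on 0 arrays, so their levels were below what the arrays measure.

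**Figure D2:**
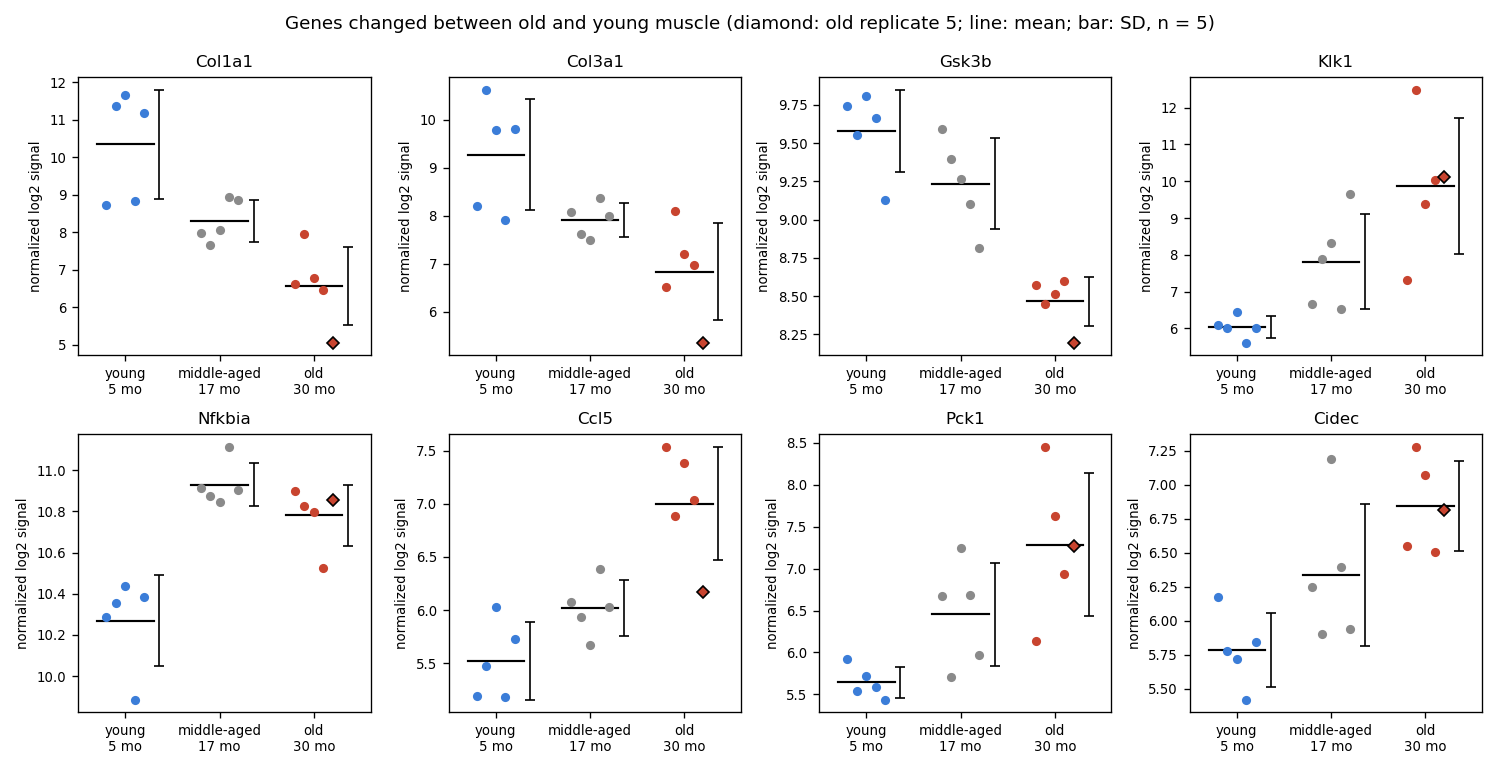
Normalized log2 signal per array of 8 genes that changed between old and young muscle, at 5, 17 and 30 months. Points are arrays, the line is the mean and the bar the SD (n = 5), with a diamond for old replicate 5. Old arrays lay between 5.05 and 7.96 for Col1a1 and young arrays between 8.72 and 11.65.

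The comparison of middle-aged with young muscle addresses what has changed by 17 months. Fewer genes passed, 36 of 10021, 24 up and 12 down. Slc25a25, a mitochondrial carrier of ATP-Mg and phosphate, rose by 1.86 (SE 0.28, 3.63-fold, n = 5 per age, adjusted p = 0.0114), but not without middle-aged replicate 4 (adjusted p = 0.0521). Hspa4l, a chaperone of the heat shock protein 110 family, rose by 1.32 (SE 0.15, adjusted p = 0.00182) and Myod1 by 1.14 (SE 0.16, adjusted p = 0.00813), while Schip1 fell by 0.81 (SE 0.11, adjusted p = 0.00813). These last 3 stayed past the threshold whichever array was left out, unlike the other 15 of the 18 named genes that changed. Among those, the testis-enriched chaperone Hspa2 fell by 1.27 (SE 0.24) and the tyrosine kinase Fyn by 0.95 (SE 0.19), and Kcnh1, a potassium channel, rose by 1.29 (SE 0.22).

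The collagen and matrix list already lay lower at 17 months, with a shift of -0.51 and 0 of 28 members past the threshold, or 3 lower when adjusted over the list alone (exact permutation p = 0.167). Antigen presentation genes shifted by 0.43 (0 of 13 past), fatty acid oxidation genes by 0.18 (0 of 24 past), heat shock genes by 0.16 (Dnajb1 rose by 0.62, SE 0.10) and the 3 lymphocyte and natural killer markers by 0.67 (0 past over all genes, 3 higher when adjusted over the list alone). All 5 lists lost their call with an estimated correlation (adjusted p = 0.965 with an estimated correlation for matrix and antigen presentation, 0.932 for the other lists). Heat shock genes also lost theirs without young replicate 4 (adjusted p = 0.0662) and middle-aged replicates 2, 4 and 5 (0.0523, 0.0803 and 0.0686), and without a detection filter the lymphocyte and natural killer markers shifted by 0.15. Oxidative phosphorylation shifted by 0.015 (adjusted p = 0.934) and by 0.29 under Z normalization, past the threshold. Inflammatory response genes shifted by 0.18 (adjusted p = 0.0516), with Nfkbia, the inhibitor of NF-kB, up by 0.66 (SE 0.11), and IGF-1, insulin and mTOR genes by -0.014 (adjusted p = 0.793).

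The count of changed genes at 17 months depended on single arrays. It was 9, 7, 166, 12 and 14 without young replicates 1 to 5 in turn, 7, 19, 3 and 12 without middle-aged replicates 1, 2, 4 and 5, and 160 without old replicate 5. Under Z normalization 158 genes passed, 39 up and 119 down, so the share of rises turned with the scaling.

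The comparison of old with middle-aged muscle addresses what changes late in life. Here 173 genes passed, 43 up and 130 down. Kdsr, an enzyme of sphingolipid synthesis, fell by 1.11 (SE 0.15, 2.15-fold, n = 5 per age, adjusted p = 0.00638), Bmpr2, a receptor for bone morphogenetic proteins, by 1.11 (SE 0.18), Dusp3, a dual-specificity phosphatase, by 1.12 (SE 0.19), and Zc3h11a by 1.16 (SE 0.20). Sh2b2, an adaptor of the insulin receptor, rose by 1.04 (SE 0.18, adjusted p = 0.0125). These 5 of the 25 named genes that changed stayed past the threshold whichever array was left out. Slc4a4, a sodium bicarbonate transporter, fell by 1.53 (SE 0.28) and Gsk3b by 0.77 (SE 0.15), with an adjusted p of 0.0636 and 0.0758 without middle-aged replicate 1. Ppargc1b fell 2.01-fold (SE of log2 0.21) and Prkaa2 by 0.78 (SE 0.15), 2 of 12 mitochondrial biogenesis genes, with 0 up and a list shift of -0.20 (adjusted p = 0.0698, or 0.0498 without old replicate 5, 0.0424 without middle-aged replicate 4 and 0.0478 without middle-aged replicate 5), and without middle-aged replicate 1 their adjusted p was 0.0903 and 0.0731. Ccl5 rose by 0.98 (SE 0.23, adjusted p = 0.0442), a call lost without any of 13 arrays (adjusted p = 0.104 without middle-aged replicate 1).

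Oxidative phosphorylation genes lay lower in old than in middle-aged muscle, with a shift of -0.25 and 0 of 58 past the threshold, 54 of them below 0 (adjusted p = 2.30e-08, adjusted p = 0.624 with an estimated correlation, exact permutation p = 0.0317). Without old replicate 5 the shift was -0.11. Complexes I to V shifted by -0.26, -0.41, -0.24, -0.21 and -0.22, the tricarboxylic acid cycle by -0.19 and fatty acid oxidation by -0.22, where Etfb, an electron carrier subunit, fell by 0.62 (SE 0.14, adjusted p = 0.0803 without old replicate 5 and 0.125 without middle-aged replicate 1). Each of these had an adjusted p = 0.624 with an estimated correlation, and without old replicate 5 complexes I and II shifted by -0.11 and -0.24 and complexes III, IV and V and the cycle were no longer called (-0.084, -0.10, -0.088 and -0.071). The cycle also lost its call without middle-aged replicate 2 (adjusted p = 0.0730), and complex III without young replicates 1 and 3 (0.0504 and 0.0553) and middle-aged replicates 2 to 5 (0.0590, 0.0620, 0.0517 and 0.0622). Mitochondrial ribosomal protein genes shifted by -0.082, a sign that turned to 0.041 under median scaling, and by -0.027 without old replicate 5 (adjusted p = 0.489, and 0.0667, 0.0825 and 0.0502 without middle-aged replicates 1 and 3 and old replicate 2), with 1 of 44 up, Mrpl51, by 0.54 (SE 0.12) (adjusted p = 0.651 with an estimated correlation).

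Inflammatory response genes shifted by 0.22 (1 of 29 past, Ccl5), denervation genes by 0.51 (0 of 16), atrophy genes by 0.52 (0 of 12, and -0.079 without old replicates 2 and 5), adipocyte markers by 0.58 (0 of 11), tendon markers by -1.83 (0 of 6, or 4 lower when adjusted over the list alone) and matrix genes by -0.49 (0 of 28). These 6 lists each had an adjusted p = 0.624 with an estimated correlation, and without old replicate 5 atrophy genes shifted by 0.17 (adjusted p = 0.586) and denervation genes by 0.49, about as far as with it, with an adjusted p of 0.0605. Inflammatory genes lost their call without middle-aged replicate 3 (0.16, adjusted p = 0.116), old replicate 2 (0.15, adjusted p = 0.199) and old replicate 3 (0.18, adjusted p = 0.102). Denervation genes lost theirs without young replicates 1 and 3 (adjusted p = 0.0514 and 0.0524), middle-aged replicates 1 to 3 (0.107, 0.0590 and 0.116) and old replicates 2 (0.27, adjusted p = 0.290) and 4 (0.0847). Without old replicate 2, atrophy genes and adipocyte markers each had an adjusted p of 0.0502. Cytosolic ribosomal genes shifted by 0.20 with 1 of 56 up, Rps26 by 0.62 (SE 0.15), but by -0.12 under Z normalization, and proteasome genes by 0.14, but by -0.0024 under Z normalization and 0.015 without old replicate 5 (adjusted p = 0.624 and 0.651 with an estimated correlation). Macrophage markers shifted by 0.32 with 0 of 13 past (adjusted p = 0.685 with an estimated correlation), a call lost without young replicate 3 (adjusted p = 0.0524), middle-aged replicates 2 and 3 (0.25 and 0.20, adjusted p = 0.148 and 0.222) and old replicates 2 and 3 (0.12 and 0.28, adjusted p = 0.466 and 0.135), and IGF-1, insulin and mTOR genes by 0.038 (adjusted p = 0.627), or -0.025 without old replicate 5.

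The count between old and middle-aged was 26, 34, 98 and 56 without middle-aged replicates 1 to 4, 47, 269, 63 and 107 without old replicates 2 to 5, and 114 without young replicate 4. Under Z normalization 301 genes passed, 166 up and 135 down. Median scaling, which left a median difference of 0.28, gave 2135 genes, 2032 up and 103 down.

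Whether middle-aged muscle departs from the midpoint of young and old was tested apart. In the main limma fit 0 genes passed, 1474 had an unadjusted p under 0.05 and the lowest adjusted p was 0.0508. With array weights 192 genes passed, and under median scaling 837 did, 16 higher and 821 lower. The methods' t-test called 777 by p and Z ratio, with the intensity criterion not applied, and 14 after Benjamini-Hochberg adjustment, and 37, 24, 6, 4 and 3 genes passed without young replicate 3, old replicate 5, old replicate 1, young replicate 4 and middle-aged replicate 3. Tendon markers stood 1.48 above the midpoint (0 of 6 past), antigen presentation genes 0.29, fatty acid oxidation genes 0.20, complex I genes 0.13, mitochondrial ribosomal genes 0.072 (-0.021 under median scaling) and oxidative phosphorylation genes 0.13, or 0.063 without old replicate 5. Cytosolic ribosomal genes stood at -0.085, or 0.21 under Z normalization. These 7 lists had an adjusted p = 0.924 with an estimated correlation and an exact permutation p from 0.0103 for fatty acid oxidation to 0.363 for complex I. Without old replicate 5 complex I (adjusted p = 0.192), mitochondrial ribosomal (0.234) and antigen presentation genes (0.092) were not called. Other single arrays ended the calls of complex I (adjusted p = 0.0543 and 0.0605 without young replicate 2 and middle-aged replicate 3), cytosolic ribosomal genes (0.121 and 0.0877 without middle-aged and old replicate 2), mitochondrial ribosomal genes (0.0663 and 0.0616 without young replicates 2 and 5, 0.0915, 0.126 and 0.0539 without middle-aged replicates 1, 3 and 5, 0.0600 without old replicate 2) and antigen presentation genes (0.0565 and 0.0832 without young replicates 1 and 4, 0.0915 and 0.165 without middle-aged replicates 1 and 4, 0.0620 without old replicate 1). Inflammatory genes stood at -0.022 (adjusted p = 0.908) and IGF-1, insulin and mTOR genes at -0.026 (adjusted p = 0.679).

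A further question is which age the middle-aged rats resemble. The mean middle-aged profile lay 26.2 from the young mean and 29.2 from the old mean, on the log2 scale over all 10021 genes, while old and young lay 35.3 apart. The difference of 3.05 was not larger than chance (exact permutation p = 0.587), and it was -0.35 without old replicate 5 and -0.58 without young replicate 3.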

Values the study reported

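The study reported body weights (mean ± SEM, as are the values below) of 243.1 ± 8.2 g in young, 401.0 ± 14.6 g in middle-aged and 417.1 ± 15.7 g in old rats. It gave fat mass as 25.00 ± 0.22% in young, 30.68 ± 0.31% in middle-aged and 30.41 ± 0.31% in old rats, and lean mass as 65.70 ± 0.21%, 61.04 ± 0.33% and 61.19 ± 0.32%. Fat and lean mass came from more rats per age than the body weights did. The study named the electron transport chain and oxidative phosphorylation as the pathways that were lower with age in all species it compared. That result came from transcripts. At the level of protein, its blue native gels of rat muscle showed no change of the respiratory chain complexes with age.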

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

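All tests of the 3 patterns below were chosen only after the result was seen, except the tendon test, which was written before. The fits that leave out 1 array were planned before, but their use as tests of these patterns was chosen after. Measures of arrays, lists and named genes were searched for 1 array far from the other 4 of its age, and 38 of 435 groups had one, where chance alone flags about 1 in 20 groups. Of these 38, 21 lay on old replicate 5, and values below are list scores against the young mean or log2 signal.

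Old replicate 5 had a mean correlation of 0.958 with the other arrays (other old arrays 0.976 to 0.983), and scored -0.81 for oxidative phosphorylation, -0.87, -0.99, -0.86, -0.57 and -0.78 for complexes I to V, -0.73 for the tricarboxylic acid cycle and 0.70 for the proteasome. Weak hybridization is argued against, since 10078 probes were detected on it, against a median of 9649 on the other 14 arrays. Other tissue in place of muscle is argued against, since 15 fibre protein genes differed by -0.11 from old replicates 1 to 4 while oxidative phosphorylation genes differed by -0.72. The SE of the fibre value, 0.15, is over genes of 1 array and does not measure the spread between animals. A wasting response in that animal stays open: 26 of 31 proteasome genes were highest there of all 15 arrays, but this restates the proteasome score. The atrophy list score of 1.89 there (other old arrays -0.38 to 0.85), with Fbxo32 and Trim63 higher by 2.70 and 2.28, goes with that explanation but was seen before it was put forward, and RNA quality was not tested.

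Collagen and matrix genes lay lower in old muscle. Fewer fibroblasts would lower other fibroblast markers as far, if those follow the number of fibroblasts alone. The gap between matrix genes and 8 such markers fell by 0.64 on the log2 scale (exact p = 0.00794, the smallest that 5 against 5 allows). On that condition the gap argues against fewer fibroblasts as the whole cause, as those markers fell by 0.36 (exact p = 0.262). Less tendon is argued against as the whole cause, since 9 matrix genes passed the threshold with the tendon score as a covariate, 8 of them among the 10 that passed without it. Old replicate 5 alone is argued against, since 8 of the 10 passed without it. The difference in age itself stays open, as untested.

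The denervation list, fixed before the data were examined, lay higher in old muscle by 0.58, with an exact p of 0.111, so the pattern itself is uncertain. On the list, 6 members chosen as endplate components differed by -0.11 and the other 10 by 0.99 (exact p of the gap = 0.0238). On that choice, made after the result was seen, more endplate tissue is argued against as the whole cause. The choice took in Colq, which had fallen, but not the receptor subunits Chrna1, Chrnd and Chrng. Old replicate 5 alone is argued against, since 2 other old arrays scored higher and the list stood at 0.56 without it. More nerve tissue stays open, with the Schwann cell and nerve list at 0.092 (exact p = 0.548). Old replicate 2 alone, which scored 1.55, stays open, with the list at 0.34 without it (exact p = 0.214), and middle-aged replicate 5 scored 0.74.

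Further values of old replicate 5 were 0.41 for lymphocyte and natural killer markers and 1.07 for erythroid genes. Among its genes, Bnip3 (14.88), Gstm2 (12.26) and Taf1d (8.04) lay above the other old arrays. Below them lay Bmpr2 (7.68), Nkg7 (5.16), Nrep (5.25), Pkm (11.39), Ppargc1b (4.66), Schip1 (10.37) and Sdhd (12.30). Middle-aged replicate 5 scored 0.21 for atrophy genes and 0.41 for senescence genes, with Cdkn1a, a member of both lists, at 6.75. Middle-aged replicate 4 scored 1.52 for lymphocyte and natural killer markers, with Prf1 at 6.62, Col5a1 at 8.34 and Nfkbia at 11.11, all above the others of its age. Middle-aged replicate 3 scored 0.041 for complex V and was low for Ccl11 (5.89) and Garin1a (4.61). Nfkbia was low on young replicate 4 (9.89) and old replicate 4 (10.52), and Dnm1l was high on old replicate 4 (8.08). Young replicate 5 was high for Cdkn1a (5.45) and low for Slco5a1 (7.31), young replicate 3 was low for Colq (5.26) and old replicate 2 was high for Hdac4 (7.74). Flags on the young and middle-aged arrays were about as frequent as chance alone would give, so they need not be real departures. No cause of the values in this paragraph was tested.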

How the results depend on the processing

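For the list results described, 887 of 1158 values under other settings kept sign and call, as did 928 of 1035 values with 1 array left out, and for named genes 1488 of 1858 and 1593 of 2160. Named genes that changed kept their direction wherever they were measured, under other normalizations, filters and fits and with arrays left out. The strict filter measured 45 of 52, 17 of 18 and 22 of 25 of them, and the methods' t-test was not compared gene by gene. The cause was not tested for any change below.

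Under Z normalization 158 genes changed between middle-aged and young (39 higher, 119 lower), 301 between old and middle-aged (166 higher, 135 lower) and 42 in the middle-aged contrast (20 higher, 22 lower). Oxidative phosphorylation and inflammatory genes gained a call for middle-aged against young (0.29 and 0.095) and inflammatory genes lost theirs for old against middle-aged (0.15). Cytosolic ribosomal genes reversed for old against middle-aged (-0.12) and in the middle-aged contrast (0.21), and proteasome genes reversed for old against middle-aged (-0.0024). The deposited Z scores gave 171 (42 higher, 129 lower), 301 (165 higher, 136 lower) and 42, and list values of 0.29, 0.095, 0.15, -0.12, 0.21 and -0.0026 in the same order.

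Median scaling left median differences of -0.21, 0.28 and -0.25 for middle-aged against young, old against middle-aged and the middle-aged contrast. It gave 466 changed genes for old against young, 142 (13 higher, 129 lower) for middle-aged against young, 2135 (2032 higher, 103 lower) for old against middle-aged and 837 (16 higher, 821 lower) in the middle-aged contrast. Inflammatory genes gained a call for middle-aged against young (0.21), lost it for old against middle-aged (0.17) and moved to 0.018 in the middle-aged contrast, where oxidative phosphorylation lost its call (0.094). Mitochondrial ribosomal genes reversed for old against middle-aged (0.041) and in the middle-aged contrast (-0.021).

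Without background correction 114 genes changed between old and middle-aged and 7 in the middle-aged contrast. That contrast had 4 with an offset of 50, 26 without a detection filter and 4 with the strict filter. Inflammatory genes gained a call for middle-aged against young without a filter (0.14) and with the strict one (0.24), which ended their call for old against middle-aged (0.23) and moved the middle-aged contrast to 0.0068. The strict filter left too few lymphocyte and natural killer markers for a value. Genes below background cannot be measured by signal over background, so their falls and folds are bounded.

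Fits with only the 2 groups compared gave 379, 115 and 60 genes for old against young, middle-aged against young and old against middle-aged, and inflammatory genes at 0.18 gained a call for middle-aged against young, as they did with a variance trend (0.18) and with PAGE (0.18). Array weights gave 615 genes for middle-aged against young (304 higher, 311 lower), 317 for old against middle-aged and 192 in the middle-aged contrast. With them inflammatory genes gained a call for middle-aged against young (0.23), lost it for old against middle-aged (0.18) and moved to 0.021 in the middle-aged contrast, and IGF-1, insulin and mTOR genes moved to -0.062 for old against young and -0.028 for old against middle-aged.

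With the replicate number as a block 701 genes changed between old and young and 8 genes changed between middle-aged and young, and mitochondrial biogenesis genes gained a call for old against young (-0.27) and old against middle-aged (-0.20). Residuals of young and old arrays with the same number correlated between 0.0213 and 0.319, 4 of 5 above 0.1, and 6 of these 10 arrays correlated best with their own number. Young with middle-aged gave -0.497 to 0.0175 (0 of 10 best with their own) and middle-aged with old -0.309 to 0.122 (1 of 10). As not every pair lay above 0.1, the arrays were taken to share only a number. A link between young and old arrays of the same number stays open.

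Camera with an estimated correlation, fry and the exact permutation of arrays after adjustment each ended the calls of inflammatory genes for old against young (0.40) and old against middle-aged (0.22), and of oxidative phosphorylation for old against young (-0.24), old against middle-aged (-0.25) and the middle-aged contrast (0.13). The methods' t-test after Benjamini-Hochberg gave 222, 152, 36 and 14 genes in the 4 comparisons. With the Z ratio it gave 868 for middle-aged against young, 709 for old against middle-aged and 777 in the middle-aged contrast, and at all 3 criteria 512, 760 and 665 for the pairwise comparisons.

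Without old replicates 2 and 5, chosen after seeing the data, the counts were 359, 172, 33 and 6. IGF-1, insulin and mTOR genes moved to -0.069 for old against young, -0.055 for old against middle-aged and 0.020 in the middle-aged contrast. For old against middle-aged, atrophy genes reversed (-0.079) and inflammatory genes lost their call (0.18), oxidative phosphorylation lost its call in the middle-aged contrast (0.051), and the distance was -0.90.

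With 1 array left out, changed genes ran from 426 to 919 for old against young, 3 to 166 for middle-aged against young, 26 to 269 for old against middle-aged and 0 to 37 in the middle-aged contrast. Oxidative phosphorylation ran from -0.30 to -0.095, -0.019 to 0.034, -0.32 to -0.11 and 0.063 to 0.17 in the same order. Inflammatory genes ran from 0.32 to 0.45, 0.095 to 0.24, 0.15 to 0.30 and -0.10 to 0.037, and IGF-1, insulin and mTOR genes from -0.039 to 0.059, -0.051 to 0.0074, -0.025 to 0.073 and -0.045 to 0.0056. The distance ran from -0.58 to 6.08.

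Arrays of the groups compared were also split in 100 ways, counting the real one. For old against young 1 of 100 splits, the real one, gave as many as 840 genes (highest other 99). For old against middle-aged 1 gave as many as 173 (highest other 62). Both argue against chance, but the splits cannot tell age from another difference between the groups, such as the raw median signal of young and old. For middle-aged against young 3 of 100 gave as many as 36, which is under the limit set beforehand and argues against chance, but less firmly. The highest other, 195, is several times the real count and points to a structure of the samples, which was not tested further. In the middle-aged contrast all 100 gave at least 0 (highest other 17). As many lists as the real 16, 5, 18 and 7 were called in 38, 58, 22 and 90 splits. The other splits called a median of 14, 6, 14 and 13 lists (highest 25, 16, 23 and 23). Chance therefore cannot be excluded for the number of called lists, and a call at the preset correlation alone is weak evidence for any 1 list. A BeadChip block and a fit of 2 groups for the middle-aged contrast were planned and not run.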

Other observations

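The lists of clock, satellite cell, interferon and tendon genes were taken up here after their values were seen. Of 10 clock genes 2 rose in old against young muscle, Per1 by 1.33 (SE 0.39, adjusted p = 0.0448) and Per2 by 1.09 (SE 0.29, adjusted p = 0.031), light- and glucocorticoid-responsive repressors of the clock, while the list mean stood at 0.070 and its median at -0.18. Of 10 satellite cell genes 2 fell, Chodl by 0.57 (SE 0.16) and the receptor Notch1 by 0.46 (SE 0.12), with a list shift of -0.10 (adjusted p = 0.34). Of 16 interferon response genes 2 rose, Ifi27l2b by 0.82 (SE 0.24) and Oasl by 0.48 (SE 0.14), with a list shift of 0.22 (adjusted p = 0.0635). That list was called without young replicates 2 and 5, middle-aged replicate 4 and old replicates 4 and 5 in turn (adjusted p = 0.0372, 0.0381, 0.0468, 0.0413 and 0.0259). With an estimated correlation on all arrays the interferon list was not called. Each of these 6 genes lost its call without at least 1 array.

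Tendon markers had no ordered course with age. Their list stood 1.12 above young at 17 months (adjusted p = 0.104) and differed by -1.83 between old and middle-aged muscle (adjusted p = 0.00804, adjusted p = 0.624 with an estimated correlation), and Thbs4, Fmod, Tnmd and Kera were lower in old than in middle-aged muscle when adjusted over the list alone.

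A first hypothesis is that the fall of collagen transcripts marks the end of growth in part. The middle-aged mean of Col1a1 (8.31) lay below the young one (10.35), although the old mean (6.57) was lower again. However, young replicates 1 and 4 (8.72 and 8.83) lay within the middle-aged range of 7.66 to 8.94. No matrix gene passed the threshold over all genes at 17 months. Arrays at ages between 5 and 17 months would test the hypothesis. A second is that lower Ppargc1b and Prkaa2 precede the lower respiratory chain transcripts. At 17 months, however, neither gene had clearly fallen. Ppargc1b had a mean of 6.58 in young, 6.58 in middle-aged and 5.58 in old muscle, and Prkaa2 of 7.20, 7.16 and 6.38. Oxidative phosphorylation genes shifted by 0.015 from young to middle-aged and by -0.25 from middle-aged to old muscle. Both genes and this list thus fell between the same ages, so these arrays cannot order them. A time course between those ages, with respiration measured in the same muscles, would test the order. Another hypothesis is that old replicate 5 came from an animal losing muscle mass, which was left open above and which its body weight and muscle mass would test. The rise of adipocyte markers such as Pck1 and Cidec raises the question of fat between fibres, which staining of sections for lipid droplet proteins would answer.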
